A study of Mus musculus with 9 samples.

How the data were processed

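Gene expression was measured by RNA sequencing in plasma cells isolated from mouse spleens with beads against CD138, a surface protein of plasma cells. Per the labels, each of the 9 libraries came from a different mouse of a mixed strain background, the isolated fraction was not pure, and 3 genotypes were sampled with 3 mice each: wild type (WT), DH-LMP2A and kFRA. Libraries were made from polyadenylated RNA with a strand-specific kit and sequenced as paired-end reads, per the labels' protocols.

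The authors deposited a table of raw read counts per gene, with no normalization, whose columns have the layout written by featureCounts, per the file headers. The aligner, the counter's version and strand setting, the treatment of reads that map to several places and the genome build are not stated in the labels or the header. The deposited table also gives, per the file headers, the merged exon coordinates of each of its 46958 genes. Of the 44104 genes whose symbol occurs once in GENCODE M21, 99.93% overlapped the GRCm38 span of that gene and 84.6% had an identical start and end, so coordinates below are those of the table, read as GRCm38. Because the strand setting is not stated, the values of genes that overlap an exon of another gene in GENCODE M21 on either strand are uncertain. Among the genes described these are Ddit3, Txndc5, Syvn1, Pax5, Gm10499, Gm11127, Ftl2-ps, Gm12164, Ftl1, Itgam and Xist. The values of immunoglobulin segments, pseudogenes and members of gene families are uncertain because of similar copies. Total counts per library ranged from 15449026 to 21558128. At this depth 3 counts, taken as the floor of detection, correspond to 0.139 to 0.194 CPM, the count divided by the library's total and scaled to a common total. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. All 9 count columns were used.

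Replicates were compared before they were averaged. No pair of replicates agreed within sampling noise, the chi-square per degree of freedom lying between 17.3 and 164. The counts were tested with edgeR 4.0.16 under R 4.3.3. Genes were filtered by edgeR's filterByExpr within groups, which left 14199 genes, of which 259 were immunoglobulin genes. Libraries were scaled by the trimmed mean of M values (TMM), a quasi-likelihood model with a coefficient per genotype was fitted to all 9 libraries, and the 3 pairwise contrasts were tested 2-sided by the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of F. CPM values are scaled by the TMM factors. Shares of the counts were computed on the unscaled totals, with Wilson 95% intervals for single libraries, and compared by exact 2-sided permutation tests, for which 3 against 3 libraries cannot give a p-value below 0.1. In all, 27 such tests were run on shares and 15 on the mean log2 CPM of gene lists, the latter chosen after seeing the data, and none of them can pass a threshold of 0.05.

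5 gene lists (endoplasmic reticulum folding, ER-associated degradation and translocation, targets of ATF4 and CHOP, proteasome subunits, cell cycle) were tested in the 3 comparisons with camera in limma 3.58.1, on log2 CPM with a prior count of 2 and the preset inter-gene correlation of 0.01, and adjusted over the 15 tests. The gene lists, the grouping, the designs, the rule for naming genes and all but 1 of the alternatives were fixed before the data were examined. By that rule, the genes named are, per comparison, the 5 with the highest and the 5 with the lowest log2 fold change among genes other than immunoglobulin past the threshold, with a mean of at least 5 CPM over the 9 libraries and no overlap between the groups' libraries. A panel of plasma cell and stress genes and the immunoglobulin constant-region genes are named whatever their values, and of each gene list the 3 members with the smallest p-value. The genes described in the text are a part of those that the rule gives.

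The alternatives were DESeq2's size factors, library size alone, no filter on low counts, a mean of at least 5 CPM, leaving out the immunoglobulin genes, the replicate number as a block, a covariate of marker genes of other spleen cells, only the 6 libraries compared, the Wald test of DESeq2 1.42.0, a fold change of at least 2, an adjusted p-value under 0.01, other gene set tests, and leaving out each replicate in turn. The replicate numbers come from the sample titles in the labels and name different mice. A covariate of log2 CPM of Xist was added after seeing the data. Percentiles of gene lists were taken among 10000 random lists, with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and sequence matches were found with BLAST+ 2.17.0.

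The count model was tested on simulated data with 200 genes changed 2-fold or 4-fold among 14199. A further 40 genes were shifted by 0.5 log2 units, and calls of these were not taken as calls of unchanged genes. The model called 63.5% of the 200 changed genes (89% of those changed 4-fold and 36% of those changed 2-fold). Of its calls, 5.2% were unchanged genes, and it made 0 calls in a contrast where no gene was changed. No outlying library was simulated, so these rates need not hold for the real libraries. On simulated values, 35 of 40 lists of 30 genes shifted by 1 log2 unit fell outside the middle 95% of matched random lists, against 3 of 40 lists with no shift. These values were independent between genes. The 3 of 40 therefore does not apply to lists whose genes vary together, for which extreme percentiles can be more common without a shift.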

Results

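RNA was sequenced from CD138-positive plasma cells of the spleen of 3-month-old mice that had not been immunized. 3 genotypes were compared, with 3 mice per genotype and 1 library per mouse. The series concerns the toxicity to plasma cells of a free immunoglobulin light chain from light chain deposition disease (LCDD), carried by the kFRA mice. DH-LMP2A and WT mice were the other genotypes, and the labels do not describe the alleles further. Total counts were 20646989, 18484303 and 20782477 in the DH-LMP2A libraries, 20453540, 21558128 and 20159149 in the WT libraries, and 15449026, 17202746 and 17822827 in the kFRA libraries. In a principal component analysis of log2 CPM over all tested genes, the first component carried 58% of the variance and the second 24.4%, and the libraries fell by genotype. Without the immunoglobulin genes the components carried 44.8% and 22.3%. There kFRA replicate 2 lay at −26.05 on the first, within the DH-LMP2A range (−37.17 to −4.24). On the second it lay at −4.71, against −42.71 and −44.34 in kFRA replicates 1 and 3. Within kFRA, replicate 2 lay apart from replicates 1 and 3: 821 genes other than immunoglobulin differed at least 2-fold between replicate 2 and the mean of the other 2 kFRA libraries, against 157 for replicate 1 and 375 for replicate 3. The same count was 746 for DH-LMP2A replicate 3, and between 140 and 294 for the other 5 libraries.

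Immunoglobulin transcripts made up 29.05% ± 2.99 (SD, n = 3) of the counts in DH-LMP2A, 39.54% ± 8.96 (SD, n = 3) in kFRA and 49.18% ± 5.94 (SD, n = 3) in WT. The share in kFRA replicate 2 was 29.21% (Wilson 95% interval 29.19 to 29.24), below the 44.04% and 45.36% of kFRA replicates 1 and 3. The kFRA and DH-LMP2A ranges overlapped (exact permutation test, 2-sided, p = 0.2), as did those of kFRA and WT (exact permutation test, p = 0.3). Counted over constant-region genes alone, the kFRA share was 38.74% ± 9 (SD, n = 3), against 17.88% ± 1.81 (SD, n = 3) in DH-LMP2A and 35.81% ± 4.17 (SD, n = 3) in WT, so that the difference from WT changed sign but the libraries overlapped (exact permutation test, p = 0.7). The classes of transcript differed between the genotypes. Heavy-chain constant-region genes took 24.44% ± 2.62 (SD, n = 3) of the counts in WT, 1.12% ± 0.03 (SD, n = 3) in DH-LMP2A and 0.91% ± 0.05 (SD, n = 3) in kFRA. Ighv segments took 5.47% of the counts in WT, 0.00075% in DH-LMP2A and 0.026% in kFRA. Igkv segments took 8.91% in DH-LMP2A and 7.25% in WT but 0.003% in kFRA, while Igkc alone took 36.51% ± 8.78 (SD, n = 3) in kFRA, 14.13% ± 1.75 (SD, n = 3) in DH-LMP2A and 10.89% ± 1.59 (SD, n = 3) in WT. For these classes the kFRA and WT libraries did not overlap, and the exact permutation test gave 0.1, the smallest p-value that 3 against 3 libraries allow. Reads of variable and constant segments can be shared within the immunoglobulin families, so the values of single segments are uncertain. The joining segments of the kappa chain (Igkj) took 3.37e-05% of the counts in kFRA, 0.198% in DH-LMP2A and 0.129% in WT. In kFRA the high Igkc share thus came almost without counted kappa variable or joining segments. The share over all segments may therefore leave out a part of the kappa transcripts in kFRA, and its comparison with the other genotypes is uncertain.

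**Figure D1:**
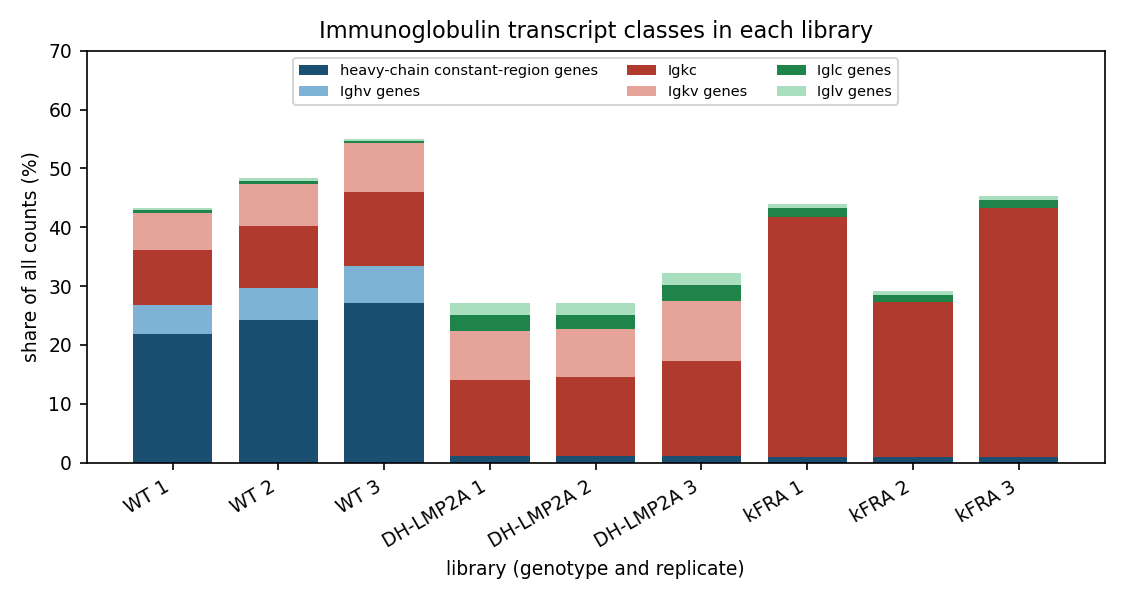
Stacked bars give the share of all counts (%, vertical axis) taken by 6 classes of immunoglobulin transcript in each of the 9 libraries (horizontal axis). Heavy-chain transcripts are seen in the WT bars and Igkv transcripts in the WT and DH-LMP2A bars, whereas the kFRA bars consist mostly of Igkc, at 40.88%, 26.4% and 42.24%.

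The comparison of kFRA with DH-LMP2A was between the genotypes that were both nearly without heavy-chain transcripts. By edgeR's quasi-likelihood test 713 of 14199 genes had a Benjamini-Hochberg adjusted p-value under 0.05, 245 higher and 468 lower in kFRA. Of these, 599 were not immunoglobulin genes (243 higher and 356 lower). Leaving out kFRA replicate 2 moved the count most, to 3299 genes, and adding a covariate of marker genes of other spleen cells lowered it to 157. Several of the genes with the largest changes were pseudogenes or lie next to similar genes, and are uncertain for that reason. Ftl2-ps, a processed pseudogene on chromosome 4 (125504288 to 125504839), had 603.9 ± 40.45 CPM (SD, n = 3) in kFRA and 0.28 ± 0.12 CPM (SD, n = 3) in DH-LMP2A. BC018473, an antisense transcript on chromosome 11 (116752167 to 116759373), had 134.8 ± 79.39 CPM (SD, n = 3) in kFRA and no count in DH-LMP2A, at least 968-fold higher against the floor of 3 counts. The protein-coding gene Fndc5 on chromosome 4 (129136999 to 129144593) had 21.17 ± 2.06 CPM (SD, n = 3) in DH-LMP2A and no count in kFRA, at least 103-fold lower. Gm10499, a transcribed pseudogene in the major histocompatibility complex (MHC) on chromosome 17 (36141758 to 36145923), was lower in kFRA by 7.67 on the log2 scale (SE 0.155, edgeR adjusted p = 1.61e-08), with 1.2 ± 0.06 CPM against 245.6 ± 22.25 CPM in DH-LMP2A (SD, n = 3 each). In WT, Fndc5 was at 0.17 ± 0.16 CPM and Gm10499 at 1.74 ± 0.03 CPM (SD, n = 3 each). Both genes thus set DH-LMP2A apart from the other genotypes, and are not changes particular to kFRA.

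Among the panel genes, Ddit3 (chromosome 10, 127290774 to 127296288), which encodes the transcription factor CHOP and is uncertain because Mars and Gm4189 overlap it on the opposite strand, was higher in kFRA than in DH-LMP2A, with 43.1 ± 8.52 against 21.54 ± 4.45 CPM (SD, n = 3 each), a log2 fold change of 1.0 (SE 0.212, edgeR adjusted p = 0.0278). Of the 6 fits that each left out a replicate, 2 called Ddit3. Hspa5, the ER chaperone BiP (chromosome 2, 34771970 to 34777547), was at 4151 ± 665.9 CPM (SD, n = 3) in kFRA and 2308 ± 287.2 CPM (SD, n = 3) in DH-LMP2A, without overlap between the libraries, but its log2 fold change of 0.85 (SE 0.267) did not pass (edgeR adjusted p = 0.111), although it did with the DESeq2 Wald test. Other panel genes that did not pass were Atf4 (log2 fold change 0.74, SE 0.258, edgeR adjusted p = 0.143), Prdm1 (−0.66, SE 0.214, edgeR adjusted p = 0.12), Xbp1 (−0.12, SE 0.248, edgeR adjusted p = 0.814) and Mki67 (−0.87, SE 0.462, edgeR adjusted p = 0.29). In kFRA replicate 2, Atf4 was at 258.1 CPM, within the range of DH-LMP2A, and Mki67 at 433.4 CPM, against 115.3 and 122.4 CPM in replicates 1 and 3. Without kFRA replicate 2, Hspa5 (log2 fold change 1.03), Atf4 (1.05) and Mki67 (−1.72) passed. The gene with the smallest p-value in the ER folding list, Txndc5, was lower in kFRA (log2 fold change −1.11, SE 0.218, edgeR adjusted p = 0.0206), and of the degradation list Syvn1 was higher (0.90, SE 0.178, edgeR adjusted p = 0.0203) and Erlec1 lower (−0.85, SE 0.168, edgeR adjusted p = 0.0208). Txndc5 and Syvn1 overlap exons of other genes on the opposite strand (Bmp6 and Gm31834, and Mrpl49), so their values are uncertain. Of the 6 fits that left out a replicate, 1 called Txndc5, 1 Syvn1 and 2 Erlec1, and none of these genes nor Ddit3 passed with the marker covariate. In kFRA against WT, Txndc5 was lower too (−1.198, SE 0.219, edgeR adjusted p = 0.00634) and passed in each of the 6 fits. Syvn1 was higher there (0.785, SE 0.177, edgeR adjusted p = 0.0166). Erlec1 was higher than in WT (0.758, SE 0.168, edgeR adjusted p = 0.0151), so its level in kFRA lay between those of the other genotypes. Igkc, at log2 fold change 1.56 (SE 0.518), was not past the threshold (edgeR adjusted p = 0.128), although its libraries did not overlap. It passed under at least 1 of 17 other settings, but in none of the 6 fits that left out a replicate.

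**Figure D2:**
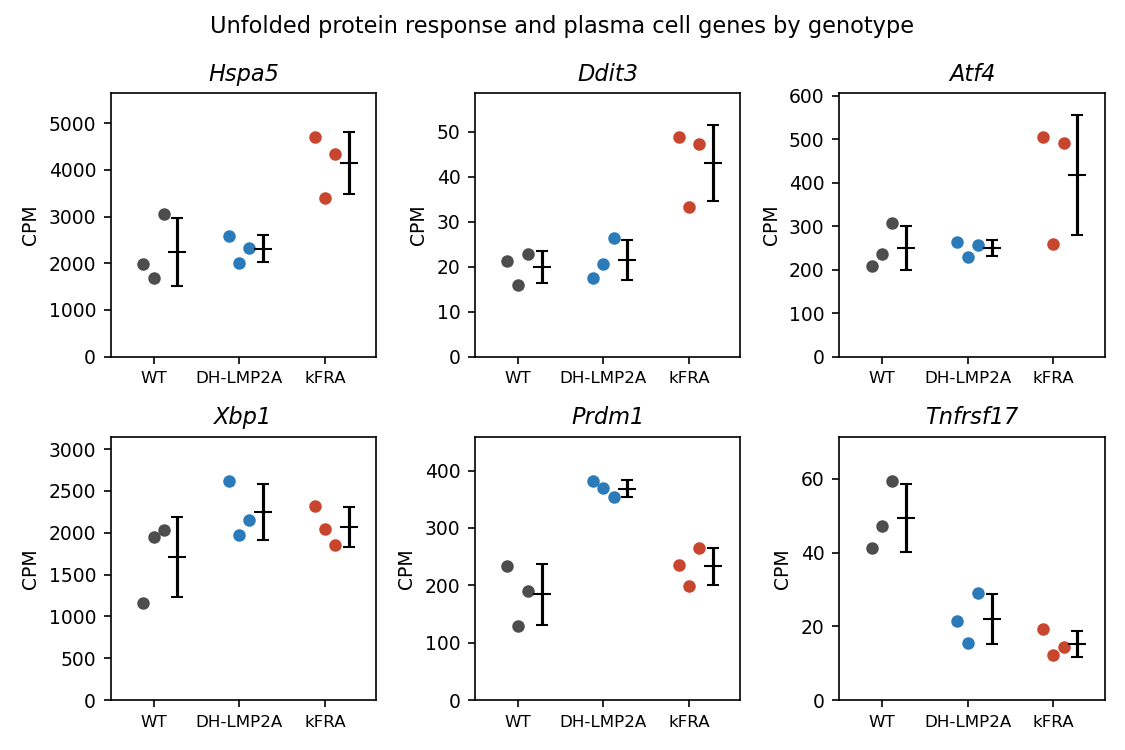
Each panel plots the TMM-scaled CPM of a gene (vertical axis, linear from 0) in the 3 libraries of each genotype (points), with the mean and SD beside them (bar, n = 3). The kFRA libraries lie above those of both other genotypes for Hspa5 (3409 to 4698 CPM) and Ddit3 (33.3 to 48.77 CPM), but not for Atf4 (258.1 to 504.4 CPM).

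The comparison of kFRA with WT gave 2523 genes past the threshold, 948 higher and 1575 lower in kFRA, of which 2274 were not immunoglobulin genes. Scaling by library size alone gave 3280 genes with 72% higher, against 37.6% higher with TMM, and leaving out kFRA replicate 2 gave 5632 genes. Ighm was at 8819 ± 1752 CPM in kFRA and 169075 ± 15047 CPM in WT (SD, n = 3 each), a log2 fold change of −4.26 (SE 0.392, edgeR adjusted p = 9.71e-05). Ddit3 was higher in kFRA (log2 fold change 1.11, SE 0.213, edgeR adjusted p = 0.00787) and stayed past the threshold in each of the 6 fits that left out a replicate. Hspa5 was just past the threshold (0.89, SE 0.267, edgeR adjusted p = 0.0482) and passed in 2 of those 6 fits. Tnfrsf17, which encodes the plasma cell receptor BCMA, was lower in kFRA, with 15.34 ± 3.52 against 49.33 ± 9.27 CPM (SD, n = 3 each, log2 fold change −1.69, SE 0.256, edgeR adjusted p = 0.00253). Pax5 was lower too (−3.01, SE 0.612, edgeR adjusted p = 0.0104), and is uncertain because 5730488B01Rik and Gm12462 overlap it on the opposite strand. The B cell markers had a median log2 fold change of −1.18 in this comparison, so for Pax5 a change in the mixture of cells cannot be excluded. Clec2g (chromosome 6, 128934381 to 128984707) was at or under 3 counts in each kFRA library and at 22.32 ± 5.9 CPM (SD, n = 3) in WT, at least 108-fold lower, and Trim12a (chromosome 7, 104299894 to 104315466) fell by 6.94 on the log2 scale (SE 0.565, edgeR adjusted p = 4.02e-05). Both belong to gene families with similar members, so their values are uncertain. In DH-LMP2A, Trim12a was at 23.65 ± 12.48 CPM but Clec2g at 0.17 ± 0.07 CPM (SD, n = 3 each). Clec2g thus set WT apart from both other genotypes, and is not a change particular to kFRA.

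The comparison of DH-LMP2A with WT gave 1756 genes past the threshold, 720 higher and 1036 lower in DH-LMP2A, of which 1568 were not immunoglobulin genes. Of the genes other than immunoglobulin, 915 passed both here and in kFRA against WT, and 902 of them changed in the same direction. Both comparisons use the same WT libraries, which alone favours the same direction, so this count does not show a common change. Ighm was lower in DH-LMP2A (log2 fold change −4.12, SE 0.389, edgeR adjusted p = 0.000171) and Iglc1 higher (2.99, SE 0.319, edgeR adjusted p = 0.000401), with 21547 ± 2073 against 2708 ± 322.4 CPM (SD, n = 3 each). Prdm1, which encodes the plasma cell regulator BLIMP-1, was at 368.8 ± 14.02 CPM in DH-LMP2A and 184.5 ± 53.04 CPM in WT (SD, n = 3 each; log2 fold change 1.0, SE 0.215, edgeR adjusted p = 0.0159), and Tnfrsf17 was lower (−1.16, SE 0.251, edgeR adjusted p = 0.0159). Hspa5 (0.04, SE 0.265, edgeR adjusted p = 0.949) and Ddit3 (0.11, SE 0.211, edgeR adjusted p = 0.814) differed by less than the spread between replicates. Among genes other than immunoglobulin that passed in both kFRA comparisons, kFRA was higher than each of the other genotypes in 141 and lower than each in 145.

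The 5 gene lists gave different answers depending on how the correlation between genes was treated. With camera's preset correlation, the ER folding list was higher than WT in kFRA (mean log2 fold change 0.70 over 29 genes, limma camera adjusted p = 1.93e-09) and in DH-LMP2A (0.76, limma camera adjusted p = 2.57e-11), but not different between kFRA and DH-LMP2A (−0.06, limma camera adjusted p = 0.429). The degradation and translocation list behaved likewise, at 0.47 for kFRA against WT, 0.36 for DH-LMP2A against WT and 0.10 for kFRA against DH-LMP2A, the last not past the threshold (limma camera adjusted p = 0.235). In kFRA against DH-LMP2A, the ATF4 and CHOP target list was higher (0.41 over 37 genes, 31 of them higher, limma camera adjusted p = 0.00112), the proteasome list higher by a small amount (0.18 over 43 genes, limma camera adjusted p = 0.00698) and the cell cycle list lower (−0.51 over 42 genes, 39 of them lower, limma camera adjusted p = 9.26e-06). When the correlation was estimated for each list, no list passed in any comparison, the adjusted p-values of the lists above rising to 0.838 or 0.891, and by the rotation test fry none passed either. For ER folding against WT the fry adjusted p-values were 0.0518 in kFRA and 0.0512 in DH-LMP2A. The mean log2 CPM of the ER folding list was 8.86 to 9.15 in the kFRA libraries and 8.94 to 9.27 in the DH-LMP2A libraries, above the 8.12 to 8.67 of the WT libraries. For degradation and translocation these ranges were 7.859 to 8.158, 7.857 to 8.066 and 7.433 to 7.844. The exact permutation test on these list means gave 0.1 for the 4 comparisons with WT, the smallest p-value that 3 against 3 libraries allow. The ATF4 and CHOP list was at 4.91 to 5.44 in kFRA and 4.85 to 5.19 in WT, which overlapped (exact permutation test, p = 0.5), and at 4.73 to 4.78 in DH-LMP2A, below both (exact permutation test, p = 0.1 each). Between kFRA and DH-LMP2A the proteasome and cell cycle lists overlapped (exact permutation test, p = 0.4 and 0.2). In kFRA against DH-LMP2A, 3 members of the ATF4 and CHOP list were past the threshold upward and 1 downward over all genes tested, and 5 and 1 when adjusted over the list alone. No member of the cell cycle or proteasome lists passed in that comparison. In kFRA against WT, 19 of 29 ER folding genes passed upward over all genes tested and 22 when adjusted over the list alone, and 1 passed downward either way. In DH-LMP2A against WT the upward counts were 15 and 18, with none downward.

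Marker genes of other cells of the spleen were measured with 8 genes per lineage. In kFRA against DH-LMP2A the median log2 fold change was −1.11 for the B cell, −0.56 for the T cell, −0.46 for the myeloid and −1.43 for the erythroid markers. In kFRA against WT the medians were −1.18, −0.04, −1.74 and 3.19 in the same order, and in DH-LMP2A against WT they were 0.09, 0.69, −1.31 and 4.93. Xist, transcribed from the inactive X chromosome, was at 494.7 to 923.6 CPM in DH-LMP2A replicates 1 and 2, WT replicates 1 and 3 and kFRA replicate 2, and at or below 4.49 CPM in the other 4 libraries, which had 40.77 to 55.83 CPM of the Y-linked gene Ddx3y. Each genotype thus held libraries of both kinds, and neither gene differed between genotypes by more than the spread between replicates. In each genotype the libraries with high Xist had the higher mean log2 CPM of the cell cycle list. These means were 4.631 and 4.462 against 4.26 in DH-LMP2A and 4.316 and 4.364 against 3.969 in WT. In kFRA they were 4.44 against 3.324 and 3.778. With Xist as a covariate, added after seeing the data, the list's log2 fold change in kFRA against DH-LMP2A moved from −0.51 to −0.366. It was still past the threshold.

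**Figure D3:**
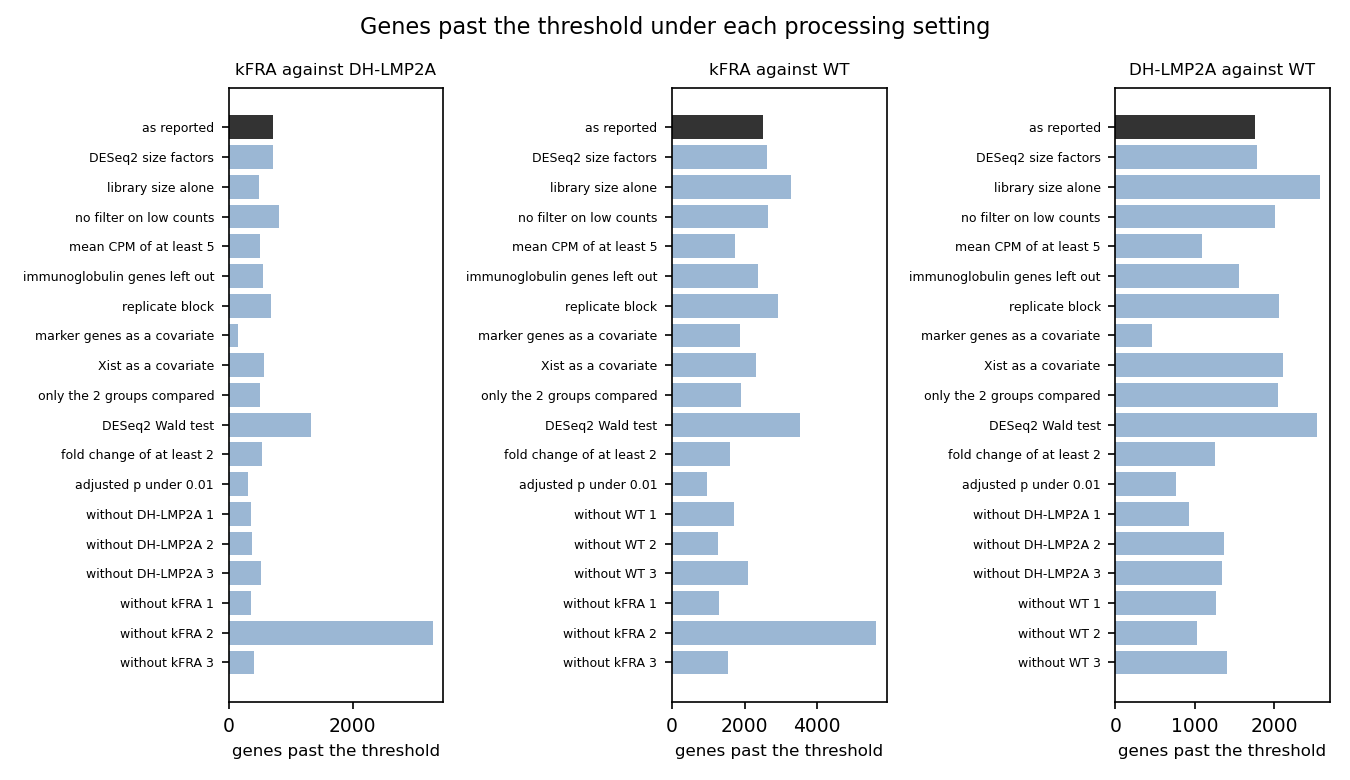
Horizontal bars give the number of genes past the threshold (horizontal axis, linear from 0) in each comparison as reported (dark bar) and under each other processing setting (light bars). The count for kFRA against DH-LMP2A is 713 as reported and between 157 and 1330 under the settings that keep all libraries, and reaches 3299 without kFRA replicate 2.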

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

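In this part, the fits with log2 CPM of Xist as a covariate were chosen after the result was seen. For each change below the cause was not tested unless a value is given for it.

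Without kFRA replicate 2 the counts of genes past the threshold rose to 3299 for kFRA against DH-LMP2A and 5632 for kFRA against WT, and 697 of the 713 and 2427 of the 2523 genes remained. Across the 6 fits that each left out 1 replicate, the counts ranged from 352 to 3299 for kFRA against DH-LMP2A (713 with all replicates), from 1271 to 5632 for kFRA against WT (2523) and from 932 to 1408 for DH-LMP2A against WT (1756). With the marker genes of other spleen cells as a covariate they were 157, 1869 and 466, with an adjusted p-value under 0.01 they were 306, 975 and 765, and with the DESeq2 Wald test 1330, 3534 and 2545. A fold change of at least 2 gave 1588 genes for kFRA against WT, and a mean CPM of at least 5 gave 1094 for DH-LMP2A against WT. Scaling by library size alone gave 72% of calls higher in kFRA against WT (37.6% with TMM) and 79.9% in DH-LMP2A against WT (41%), as it moved the median log2 fold change of genes other than immunoglobulin to 0.185 and 0.336, and to −0.134 in kFRA against DH-LMP2A. Directions against WT are therefore relative to the scaling. Other settings kept the counts within 1.5 times of those reported.

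With the replicate number as a replicate block the counts were 685, 2930 and 2067. The deviations of same-numbered libraries, which are different mice, had mean correlations of 0.085, −0.016 and 0.061 in the 3 comparisons. With the block the mean log2 fold change of the ATF4 and CHOP targets in kFRA against WT was 0.156 and passed the threshold.

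The gene lists depended most on the test. With the inter-gene correlation estimated, and with fry, the mean log2 fold changes were the same by construction and no list passed. The adjusted p-values were 0.838 to 0.963 and 0.0512 to 0.767, respectively. The results that passed with the preset correlation and not with these tests were ER folding against WT (0.703 in kFRA and 0.76 in DH-LMP2A), degradation and translocation against WT (0.466 and 0.363), ATF4 and CHOP targets in kFRA against DH-LMP2A (0.406), proteasome subunits in kFRA against DH-LMP2A (0.178) and against WT (0.129), and cell cycle in kFRA against DH-LMP2A (−0.51) and DH-LMP2A against WT (0.228).

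With the marker covariate, the mean log2 fold change of ER folding in kFRA against DH-LMP2A was −0.325 and now passed, and cell cycle in that comparison was −0.144 and no longer passed. The covariate reversed degradation and translocation (−0.179, past the threshold) and proteasome subunits (−0.073, not past it) in kFRA against DH-LMP2A, and proteasome subunits (0.151, past it) and cell cycle (−0.127, not past it) in DH-LMP2A against WT. Proteasome subunits in kFRA against WT no longer passed with it (0.078). Library size alone changed the sign of degradation and translocation in kFRA against DH-LMP2A (−0.05) and, in DH-LMP2A against WT, of ATF4 and CHOP targets (0.13) and proteasome subunits (0.301, past the threshold). It moved the median of genes other than immunoglobulin as well, to −0.134 and 0.336, and relative to these medians the 3 lists kept their sign. It also took ATF4 and CHOP targets (0.383) and cell cycle (−0.019) in kFRA against WT past the threshold, and cell cycle in DH-LMP2A against WT (0.579) below it. With no filter on low counts, ATF4 and CHOP targets (0.13) and cell cycle (−0.282) in kFRA against WT passed, as did cell cycle there with immunoglobulin genes left out (−0.238). With a mean CPM of at least 5, proteasome subunits in kFRA against WT (0.111) and cell cycle in DH-LMP2A against WT (0.209) no longer passed, nor with the Xist covariate (0.1 and 0.145).

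Leaving out 1 replicate at a time gave mean log2 fold changes in kFRA against DH-LMP2A of −0.104 to 0.086 for ER folding (reversed at 0.084 without DH-LMP2A replicate 1 and 0.086 without kFRA replicate 2), 0.05 to 0.251 for degradation and translocation, 0.219 to 0.513 for ATF4 and CHOP targets, 0.12 to 0.341 for proteasome subunits and −0.827 to −0.293 for cell cycle. Degradation and translocation passed without kFRA replicate 2, ATF4 and CHOP targets did not pass without kFRA replicate 3, and proteasome subunits did not without kFRA replicate 1. In kFRA against WT the ranges were 0.597 to 0.894 for ER folding, 0.389 to 0.615 for degradation and translocation, −0.001 (without kFRA replicate 3, reversed) to 0.313 for ATF4 and CHOP targets, 0.074 to 0.294 for proteasome subunits and −0.596 to −0.063 for cell cycle. ATF4 and CHOP targets passed without WT replicate 3, kFRA replicate 1 or kFRA replicate 2, and cell cycle without WT replicate 2 or kFRA replicate 2. Proteasome subunits passed only without WT replicate 3 or kFRA replicate 2. In DH-LMP2A against WT they were 0.654 to 0.952 for ER folding, 0.286 to 0.5 for degradation and translocation, −0.282 to −0.093 for ATF4 and CHOP targets, −0.084 to 0.022 (without WT replicate 3, reversed) for proteasome subunits and 0.11 to 0.322 for cell cycle, which did not pass without DH-LMP2A replicate 1 or WT replicate 2.

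Counted over constant-region genes alone, the difference in immunoglobulin share was 20.86 percentage points for kFRA against DH-LMP2A (10.49 over all segments) and reversed to 2.93 for kFRA against WT (−9.64). The kFRA and WT libraries overlapped in both measures. Ighv and Igkv segments were nearly absent in kFRA, whereas Iglv segments took 0.753% of its counts and 0.357% in WT. The difference over all segments may therefore leave out a part of the kappa transcripts in kFRA. Without 1 replicate the differences over all segments were 7.58 to 15.65 for kFRA against DH-LMP2A, −12.55 to −4.48 for kFRA against WT and −22.94 to −17.02 for DH-LMP2A against WT. Among the single genes followed, those that reversed were Ighm (0.062 without kFRA replicate 2, from −0.286 to 0.062 over the 6 fits) and Xbp1 (0.061 without DH-LMP2A replicate 1, from −0.208) in kFRA against DH-LMP2A, and Igkc (−0.002 with a mean CPM of at least 5, −0.139 to 0.24 over the 6 fits, lowest without DH-LMP2A replicate 3), Hspa5 (−0.129 to 0.33, lowest without WT replicate 2) and Ddit3 (−0.058 to 0.225, lowest without DH-LMP2A replicate 3) in DH-LMP2A against WT, none of which passed the threshold. All 41 gene results followed, some of them of genes not described above, were labelled by sign and by whether they passed, whatever their size. Weaker means that a result no longer passed, and stronger that it now did. The fits with all libraries left 444 labels the same, 27 weaker, 11 stronger and 1 reversed. The fits without a replicate left 202 the same, 29 weaker, 5 stronger and 10 reversed. A result labelled the same can still have moved. Mki67 in kFRA against DH-LMP2A (−0.87 as reported) ranged from −1.724 to −0.12, with 17 of 18 settings labelled the same. At this depth and number of replicates, 36% of 2-fold changes were recovered on simulated counts, so a gene not called may still differ 2-fold.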

Other observations

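The tests of other spleen cells, immunoglobulin share and sex, and the splits of the libraries for the counts of genes, were planned. All other tests in this part, the splits for the gene lists included, were chosen or written down only after the result was seen.

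For each count of genes, 1 of the 4 splits of the 6 libraries that part the same-numbered replicates, the real one, gave as many genes, in kFRA against DH-LMP2A, kFRA against WT and DH-LMP2A against WT alike. The other splits, of which 6 per comparison part a single same-numbered pair, gave at most 1 gene. Since 4 splits cannot give a share under 0.05 whatever the outcome, neither the counts nor the gene lists below can be told apart from other groupings by this test. In kFRA against DH-LMP2A, a camera p-value as small as the real one came from 2 of 4 splits for ER folding, 2 for degradation and translocation, 2 for ATF4 and CHOP targets, 2 for proteasome subunits and 3 for cell cycle. In kFRA against WT these numbers were 2, 2, 1, 4 and 3, and in DH-LMP2A against WT 2, 2, 4, 4 and 2. Over all 10 splits they were 7, 6, 3, 4 and 4 in kFRA against DH-LMP2A. In kFRA against WT they were 3, 4, 5, 8 and 7, and in DH-LMP2A against WT 3, 4, 10, 10 and 6. A share under 0.05 is out of reach for 10 splits as well. These numbers include lists that did not pass in the comparison, such as proteasome subunits in DH-LMP2A against WT. A bias from gene length or GC content was not seen for the lists that differed most between kFRA and DH-LMP2A: among random lists matched on gene length or GC content, the ATF4 and CHOP targets lay at percentiles 99.92 and 99.66 and the cell cycle list at 0.02 and 0.09.

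Part of the counts of genes may come from other cells in the isolated fraction. The median log2 fold change of 32 marker genes of B, T, myeloid and erythroid cells was compared with 10000 matched random lists. It lay at percentile 0 in kFRA against DH-LMP2A, where each lineage had a negative median. It lay at 0.03 in kFRA against WT and 100 in DH-LMP2A against WT. There the lineages moved in opposite directions, so the pooled percentiles give no single direction. The medians were −1.74 for myeloid and 3.19 for erythroid markers in kFRA against WT. In DH-LMP2A against WT they were −1.31 and 4.93. With these markers as a covariate 157, 1869 and 466 genes passed in the 3 comparisons. Since the marker covariate also follows the genotypes, an effect of genotype cannot be told apart from a change in the mixture of cells. With the immunoglobulin genes left out, 547, 2381 and 1556 genes passed in the 3 comparisons, against 599, 2274 and 1568 of the other genes with them in. This does not rule out an effect of the immunoglobulin share, because TMM already trims such genes, and scaling by library size alone gave 72% of calls higher in kFRA against WT (37.6% with TMM). For a difference in sex between the groups, 0 of the 5 sex-linked genes tested passed in each comparison, and 0 had an unadjusted p-value under 0.05. Each genotype holds libraries with and without Xist, so that these genes vary too much within groups to pass (SE of Xist about 2.3 on the log2 scale). That test therefore cannot rule sex out. Xist was high in 2 DH-LMP2A, 2 WT and 1 kFRA libraries, so DH-LMP2A and WT did not differ in this number. With Xist as a covariate 570, 2330 and 2107 genes passed. These kept 519 of the reported 713 genes, 2175 of 2523 and 1704 of 1756, which argues against sex for the genes kept. Sex stays open for the rest. Among them, Ddit3 in kFRA against DH-LMP2A and Hspa5 in kFRA against WT no longer passed.

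kFRA replicate 2 lay apart from the other kFRA libraries in its expression of cell cycle genes, whose median log2 difference from replicates 1 and 3 was 0.81, and in Igkc. The total of kFRA replicate 2, 17.2 × 1e6 counts, lies between those of the other 2 kFRA libraries. Outside immunoglobulin, however, it had the most counts of the 3 (12177086 against 8644747 and 9738997). It also had the most genes with a count (19272 against 17922 and 18371). The cell cycle difference lay at percentile 100 of matched random lists from the same libraries, which share their depth. This argues against sequencing depth for the 42 cell cycle genes. For the other genes that lay apart, the pattern cannot be told apart from sequencing depth. Xist was high in kFRA replicate 2 and not in the other 2 kFRA libraries. With Xist as a covariate 570 genes passed in kFRA against DH-LMP2A, against 713 without it, but a single slope for Xist over all 9 libraries need not raise the count. In each genotype the libraries with high Xist also had the higher cell cycle means. The pattern therefore cannot be told apart from the sex of the mouse. Other spleen cells in the isolated fraction remain a candidate explanation, since the 32 marker genes lay at percentile 99.51 of matched random lists (median log2 difference 0.32). The lineages did not move together: the medians were 0.39 for B cell, 0.50 for myeloid and 0.47 for erythroid markers, but −0.59 for T cell markers. No biological explanation was tested, since the design puts the library in the same group as the other 2. DH-LMP2A replicate 3 lay nearly as far from its group (746 genes at least 2-fold apart, against 821 for kFRA replicate 2). It was likewise the library of its group that differed from the others in Xist (4.49 CPM against 923.6 and 882.0). WT replicate 2 differed likewise (0.459 CPM against 783.1 and 494.7) but lay closest to its group of the WT libraries (165 genes). In WT a difference in Xist thus did not set a library apart. DH-LMP2A replicate 3 also differed from replicates 1 and 2 in mean log2 CPM of marker lists. T cell markers were at 3.13 against 1.102 and 1.447 and erythroid markers at 7.886 against 6.246 and 5.918. Myeloid markers were at 4.885 against 6.78 and 7.026. No explanation was tested for this library.

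Most digestive enzyme genes of the acinar pancreas that were examined were highest in kFRA replicate 2. The pattern was noticed in 10 genes, 9 of them highest in that library, and was then tested on 8 other acinar genes. Of these, 8 of 8 were highest in kFRA replicate 2 among the 9 libraries, at a summed 1969 CPM against 42.1 and 231.6 CPM in kFRA replicates 1 and 3. A candidate explanation is pancreatic tissue carried over with the spleen. The sum was also higher in the DH-LMP2A libraries (234.8, 576.5 and 1083 CPM) than in the WT libraries (76.63, 27.22 and 1.15 CPM), so the carry-over may not be limited to 1 mouse. No biological explanation was tested. A second pattern, tested in the same way, was not seen in the other genes of its list: 4 of 4 neutrophil genes were noticed as highest in WT replicate 2, but 0 of 6 other neutrophil genes were highest there, and 5 of these were highest in DH-LMP2A replicate 2. The myeloid markers S100a8 (262.4 CPM), S100a9 (537.7 CPM) and Itgam (65.44 CPM), which are in neither list, were highest in WT replicate 2, so the pattern cannot be told apart from neutrophils in the isolated fraction of that library.

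The ferritin light chain pseudogenes among the genes with the largest changes in kFRA may reflect how reads were placed. Ftl2-ps is 98.7% identical to the Ftl1 transcript over its whole length, and Gm12164 96.0%. Ftl1, examined after its values were seen, was at 1081 ± 51.7 CPM in kFRA, 2227 ± 876 in DH-LMP2A and 2657 ± 384.8 in WT (SD, n = 3 each). The 5 pseudogene and microRNA features together rose from 8.5 ± 2.2 CPM in DH-LMP2A to 1098 ± 101.8 CPM in kFRA. The log2 ratio of kFRA to DH-LMP2A was −1.04 for Ftl1 alone and −0.037 for the sum of Ftl1 and these features. Against WT these ratios were −1.30 and −0.291, so the mean of the sum stayed lower in kFRA. The libraries overlapped, however, at 2068 to 2350 CPM in kFRA and 2322 to 3083 CPM in WT. The DH-LMP2A libraries ranged from 1318 to 3068 CPM for the sum. The ratio to DH-LMP2A is consistent with reads of 1 transcript being shared differently between the copies, for which a strain variant in Ftl1 is a hypothesis that counts per gene cannot test. A change in the transcription of the pseudogenes themselves was not tested.

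Gm10499 and Gm11127, at 245.6 and 68.62 CPM in DH-LMP2A but under 2 CPM on average in kFRA and WT, lie in the MHC on chromosome 17 (33974831 to 37483552). There, 28 of 139 tested genes passed in kFRA against DH-LMP2A, or 20.1% against 4.1% elsewhere (odds ratio 5.84, Fisher's exact test adjusted over 9 tests, p = 5.22e-11), with odds ratios of 1.81 (adjusted p = 0.011) in kFRA against WT and 2.49 (adjusted p = 0.000145) in DH-LMP2A against WT by the same exact test. Genes are not independent replicates, and the region was picked after its genes were seen. Strain haplotypes that differ between the genotypes in the mixed background may give this, but so would regulation of the MHC genes, and these counts cannot tell the explanations apart. The regions within 10 Mb of the immunoglobulin kappa and heavy-chain loci, tested for the same explanation, showed no enrichment past the threshold. The odds ratios were 2.17, 1.45 and 0.91 around the kappa locus and 0.23, 0.8 and 1.35 around the heavy-chain locus in kFRA against DH-LMP2A, kFRA against WT and DH-LMP2A against WT (Fisher's exact test, adjusted p from 0.161 to 1).

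A scan of 257 windows of 10 Mb, not picked by their genes, found called genes enriched in 6 windows in kFRA against DH-LMP2A, 1 in kFRA against WT and 4 in DH-LMP2A against WT (1-sided hypergeometric test, adjusted over the windows of each comparison). In kFRA against DH-LMP2A the smallest adjusted p-value, 4.72e-08, was that of the window with most of the MHC (chromosome 17, 30000001 to 40000000, 32 of 204 genes). The window before it (20000001 to 30000000) and windows on chromosomes 11, 3, 5 and 7 also passed, with adjusted p-values of 0.02 to 0.0417. In kFRA against WT the MHC window did not pass, and the window that did was on chromosome 7 (40000001 to 50000000, 36 of 121 genes, adjusted p = 0.0392). In DH-LMP2A against WT the smallest was on chromosome 4 (130000001 to 140000000, 32 of 134 genes, adjusted p = 0.00661), followed by windows on chromosomes 6, 17 and 13 with adjusted p-values of 0.0128 to 0.0342. The window on chromosome 17 was the MHC window (41 of 204 genes, adjusted p = 0.0128 by the same hypergeometric test). Regulation of the MHC genes alone would not give windows elsewhere. Strain haplotypes may, as may gene families or genes regulated together that lie side by side, and the windows cannot tell these apart.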
